# Transcriptome Profiling of Mouse Embryonic Fibroblast Spontaneous Immortalization: A Comparative Analysis

**DOI:** 10.3390/ijms25158116

**Published:** 2024-07-25

**Authors:** Jocshan Loaiza-Moss, Ursula Braun, Michael Leitges

**Keywords:** spontaneous cell immortalization, mouse embryonic fibroblast (MEF), RNA-seq, transcriptome profiling, gene regulatory network (GRN)

## Abstract

Cell immortalization, a hallmark of cancer development, is a process that cells can undergo on their path to carcinogenesis. Spontaneously immortalized mouse embryonic fibroblasts (MEFs) have been used for decades; however, changes in the global transcriptome during this process have been poorly described. In our research, we characterized the poly-A RNA transcriptome changes after spontaneous immortalization. To this end, differentially expressed genes (DEGs) were screened using DESeq2 and characterized by gene ontology enrichment analysis and protein–protein interaction (PPI) network analysis to identify the potential hub genes. In our study, we identified changes in the expression of genes involved in proliferation regulation, cell adhesion, immune response and transcriptional regulation in immortalized MEFs. In addition, we performed a comparative analysis with previously reported MEF immortalization data, where we propose a predicted gene regulatory network model in immortalized MEFs based on the altered expression of *Mapk11*, *Cdh1*, *Chl1*, *Zic1*, *Hoxd10* and the novel hub genes *Il6* and *Itgb2*.

## 1. Introduction

After a certain number of cell divisions, most primary mammalian somatic cells in culture enter a non-proliferative state of replicative senescence. Although senescent cells undergo a stable cell cycle arrest, these cells remain viable and undergo metabolic and gene expression changes [1,2,3]. In vivo, this process can be induced by multiple stressors such as mitochondrial dysfunction, oncogene activation, and genomic instability [4,5,6,7,8,9]. However, some cells escape senescence and acquire the ability to proliferate indefinitely, becoming immortalized [10].

Several techniques for cell immortalization have been developed including the expression of viral oncoproteins such as SV40 large T-antigen, activation of oncogenes, overexpression of telomerase reverse transcriptase (*hTERT*) or cell cycle regulators to achieve conditional immortalization [11,12,13,14]. While most techniques are induced by exogenous agents, spontaneous immortalization presents the stochastic ability of cells to overcome senescence in vivo. Studies indicate that several cell types from different mammalian models, such as mouse and chicken embryonic fibroblasts and human epithelial and rat stem cells, are capable of spontaneous immortalization in vitro [15,16,17,18,19].

Mouse embryonic fibroblasts (MEFs) are one of the primary models for spontaneous immortalization [20,21]. In MEFs, cell immortalization has been associated with changes in expression and/or mutations, genomic instability and/or epigenetic alterations. Some of the most commonly reported markers described in spontaneously immortalized proliferating MEFs include alterations in the p16^INK4a^ and p19^ARF^ pathways, such as in the loss of P53 activity and the downregulation of p21 [22,23]. Other immortalizing events such as amplification of *Mdm2* and the upregulation of *miR-21* and *miR-28*, have been reported as well [24,25,26,27]. In addition, spontaneously immortalized MEFs have been shown to exhibit chromosomal DNA damage in the form of activated DNA damage repair markers and hyperdiploidy [28], contributing to genomic instability.

Spontaneous cell immortalization represents a phenotype of clinical importance, as a feature present in a high percentage of human cancers is the acquisition of an unlimited proliferative potential [29]. The various molecular alterations that facilitate immortalization are thought to represent early genetic events in human carcinogenesis [10,30,31,32]. Considering that carcinogenesis is a multi-step process involving the accumulation of genetic and genomic alterations over time, understanding the role of spontaneous immortalization and the changes in gene expression in immortalized cells will lead to a better understanding of subsequent transformation and tumorigenesis.

Spontaneous immortalization of MEFs was first studied in 1963 [33] and has been used in functional studies for several decades. Correspondingly, spontaneously immortalized MEFs have been used to model human cancers in vitro and to study mutation landscapes relevant to cancer development [34,35]. However, very little information is available on the global changes in gene expression during the spontaneous immortalization of MEFs. Understanding these differences can help elucidate candidate biomarkers to identify immortalized cells and further aid in potentially distinguishing transformation-driving events. To investigate the changes in the transcriptome landscape in MEFs, we analyzed the transcriptomic profile of spontaneously in vitro immortalized wild-type (WT) MEFs following a modified 3T3 protocol and performed comparative analyses between our results and previously reported transcriptomic data.

## 2. Results

### 2.1. Transcriptome Changes during MEF Spontaneous Immortalization Show a Predominant Gene Downregulation Pattern

During the process of spontaneous immortalization, cells undergo significant changes in their gene expression [36,37,38,39]. To understand spontaneous cell immortalization and its role in carcinogenesis, we characterized the poly-A transcriptome changes during this process using a MEF model. We generated three immortalized MEF cell lines from three independent primary wild-type MEF clones, using a modified 3T3 protocol (see “Materials and Methods—Section 2.1” for details), and collected samples at two time points for RNA-seq: pre- (primary) and post-immortalization.

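The paper describes primary MEFs from 3 wild-type (WT) embryos, numbered 3, 4 and 5 in the sample names. RNA from these and from the immortalized line grown from each was sequenced after poly-A selection, which gave 3 libraries per state. Each primary library held both Xist and Y-linked transcripts, so the counts leave open whether each came from a single embryo. The authors mapped the read pairs to the mouse genome (mm10) with STAR, counted those on Ensembl genes (GRCm38) with featureCounts, and deposited the counts without normalization. The counting ignored strand and assigned a read pair to every gene it overlapped, so genes with shared exons hold some of each other's reads. The primary libraries held 64306017, 90654323 and 55436367 counts for clones 3, 4 and 5, and the immortalized libraries held 69190459, 65710950 and 67689849. At these depths, 3 counts correspond to between 0.0331 and 0.0541 CPM, the counts scaled to a common library size. From the deposited counts, the 2 states were compared with edgeR's quasi-likelihood test after TMM normalization, over the 19836 genes that passed its filter on low counts, with the thresholds of the paper. CPM values are normalized by TMM and given as mean ± SD (n = 3 per state), and adjusted p-values are from this test with Benjamini-Hochberg adjustment. The 3 primary libraries differed by 2.81% to 3.75% beyond sampling noise (coefficient of variation per gene, pair by pair), and the immortalized libraries by 17.9% to 23.1%.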

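In the comparison of 3 immortalized with 3 primary WT libraries, 381 of the 19836 tested genes had an adjusted p-value under 0.01 in edgeR's quasi-likelihood test, and 361 of these also had a |Log2FC| of at least 1. Of the 361 genes, 330 were annotated as protein-coding. With the same thresholds DESeq2 called 1359 genes, 1169 of them protein-coding, and 360 of the 361 were among them. With each library left out in turn the number ranged from 48 to 743. The 6 WT libraries were also fitted together with 7 libraries of a second genotype, which share the estimate of the spread. The number was then 0, with 2199 genes at an unadjusted p under 0.05. With the embryo as a block in a paired design the number was also 0, with 2784 genes at an unadjusted p under 0.05. This 0 is a count at the threshold of 0.01. In the paired fit C1qa had a Log2FC of −4.14 (edgeR adjusted p = 0.0184) and Il6 one of 3.94 (edgeR adjusted p = 0.554).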

After the immortalization process, we identified a total of 1096 differentially expressed genes when applying standard thresholds of a |Log2FC| ≥ 1 and an adjusted *p*-value (FDR) < 0.01. 

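Of the 361 genes called, 349 were lower in immortalized MEFs and 12 were higher, so that 96.7% were lower. DESeq2 called 1238 genes lower and 121 higher, a share of 91.1% lower. Without a test, 1237 of the tested genes were lower by at least 2-fold in every immortalized line than the mean of the primary MEFs, against 38 that were higher. Over all tested genes the median Log2FC was 0.04, and −0.0977 with library size alone. TMM scales the libraries so that most genes lie near 0, so this median cannot show a shift common to all genes. In 3456 genes every immortalized line lay below every primary library and in 2745 every line lay above, together 31.3% of the tested genes. Chance gives 10% for 3 against 3 only if the libraries of both states vary alike. The primary libraries differed by 2.81% to 3.75% beyond sampling noise and the immortalized libraries by 17.9% to 23.1%. With such unequal spread chance parts the states in more genes, so 31.3% cannot be judged against 10%.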

As shown in the volcano plot (Figure 1), the transcriptomic changes show a pattern of a higher number of differentially downregulated genes than upregulated genes in immortalized MEFs. 

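The gene C1qa (ENSMUSG00000036887), on chromosome 4 of GRCm38 from 136895917 to 136898803, fell from 67.7 ± 5.50 CPM in primary to 3.82 ± 0.228 CPM in immortalized MEFs (Log2FC −4.14, standard error 0.11, edgeR adjusted p = 0.000254). For Cd68 (ENSMUSG00000018774), on chromosome 11 from 69664213 to 69666153, the means were 66.6 ± 0.498 and 3.00 ± 0.362 CPM (Log2FC −4.47, standard error 0.13, edgeR adjusted p = 0.000254). Tlr13 (ENSMUSG00000033777), on chromosome X from 106143204 to 106160493, fell from 29.0 ± 0.273 to 1.08 ± 0.154 CPM (Log2FC −4.75, standard error 0.15). These 3 genes, with Cadm1 and Zdbf2, had the smallest p-values among the genes that were lower in every clone. With each library left out in turn, the Log2FC of C1qa stayed between −4.21 and −4.09. Among the genes that rose, Alkal1 went from 1.30 ± 0.392 to 11.8 ± 3.99 CPM (Log2FC 3.18, standard error 0.36, edgeR adjusted p = 0.00795). Pax8 was higher in all 3 lines and Il6 in 2 of them, and neither passed the thresholds, with edgeR adjusted p-values of 0.103 and 0.175, while DESeq2 gave 2.91e-06 and 0.00384. The smallest p-values among the genes that rose in every clone belonged to Psd3, Vegfa, Cd200 and Pcdhb18.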

Specifically, we identified 1001 downregulated genes (shown in blue), with genes such as *Cd68*, *C1qa* and *Tlr13* as the most significant, versus 95 upregulated genes (shown in red), including *Alklal1*, *Pax8* and *Il6*. A complete list of all total up- and downregulated genes can be found in Supplementary Table S1.

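Of the 1096 genes in the paper's Table S1, 1092 were tested here and all 1092 changed in the direction listed there. The thresholds were passed by 330 of them, 318 lower and 12 higher, and 745 had an edgeR adjusted p-value under 0.05. When the adjustment was made over the listed genes alone, 985 were under 0.01, although this shows no stability, since the list comes from the same libraries. DESeq2 called 1081 of the listed genes, with Log2FC values that differed from those of Table S1 by a median of 0.00131. It also called 278 genes outside the table, which lists only protein-coding genes, and 92 of the 278 were protein-coding.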

Considering the high number of DEGs identified during the immortalization process and aiming to further explore the relationship between them, we performed a protein–protein interaction (PPI) analysis using the STRING database, where we constructed a network consisting of 1083 protein nodes and 6135 interaction edges (Figure 2A). Subsequently, we identified the hub genes, i.e., genes with a high number of interactions and predicted to be of high relevance to multiple biological pathways [40,41,42]. Using the 11 topological analysis methods of the Cytohubba hub identifying algorithm, we extracted the top 20 hub genes from the main PPI network for each method. Eighteen genes were found in the intersection of at least five of these methods (shown as yellow nodes in Figure 2A). We further verified the identified hub genes using the molecular complex detection (MCODE) cluster module identification algorithm, where we obtained a clustering module with 32 hub gene nodes (highest scoring module from the PPI network of all DEGs; MCODE score: 28.645) (Figure 2B).

Comparing the two algorithms, we identified 12 overlapping hub genes between MCODE and Cytohubba, namely, integrin subunit alpha M (*Itgam*), protein tyrosine phosphatase receptor type C (*Ptprc*), Tumor necrosis factor (*Tnf*), CXC motif chemokine receptor 4 (*Cxcr4*), TYRO protein tyrosine kinase-binding protein (*Tyrobp*), Colony stimulating factor 1 receptor (*Csf1r*), Low affinity immunoglobulin gamma Fc region receptor III (*Fcgr3*), Integrin subunit beta 2 (*Itgb2*), Cluster of differentiation 68 (*Cd68*), Intercellular Adhesion Molecule 1 (*Icam1*), Interleukin 6 (*Il6*) and Low affinity immunoglobulin gamma Fc region receptor II (*Fcgr2b*), which were then considered to be the immortalization-related hub genes (Figure 2C). 

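The 12 hub genes are Itgam, Ptprc, Tnf, Cxcr4, Tyrobp, Csf1r, Fcgr3, Itgb2, Cd68, Icam1, Il6 and Fcgr2b. In 11 of them every immortalized line lay below every primary library, and 6 passed the thresholds in edgeR's test, while DESeq2 called all 12. Csf1r, the most abundant, fell from 203.7 ± 1.54 to 16.8 ± 4.97 CPM (Log2FC −3.60, standard error 0.23, edgeR adjusted p = 0.00129), with 15.1% of its exon bases shared with Hmgxb3. Tyrobp fell from 37.5 ± 1.25 to 1.49 ± 0.828 CPM (Log2FC −4.65, standard error 0.43, edgeR adjusted p = 0.00442). Itgam fell from 72.3 ± 5.11 to 2.77 ± 1.30 CPM (Log2FC −4.70, standard error 0.38), although 68.7% of its exon bases are shared with the gene Gm49368, so its reads cannot be assigned to it alone. Ptprc had a Log2FC of −4.39 (edgeR adjusted p = 0.0104) and Tnf, at 3.65 ± 0.713 CPM in primary MEFs, one of −3.12 (edgeR adjusted p = 0.0925).

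**Figure D1:**
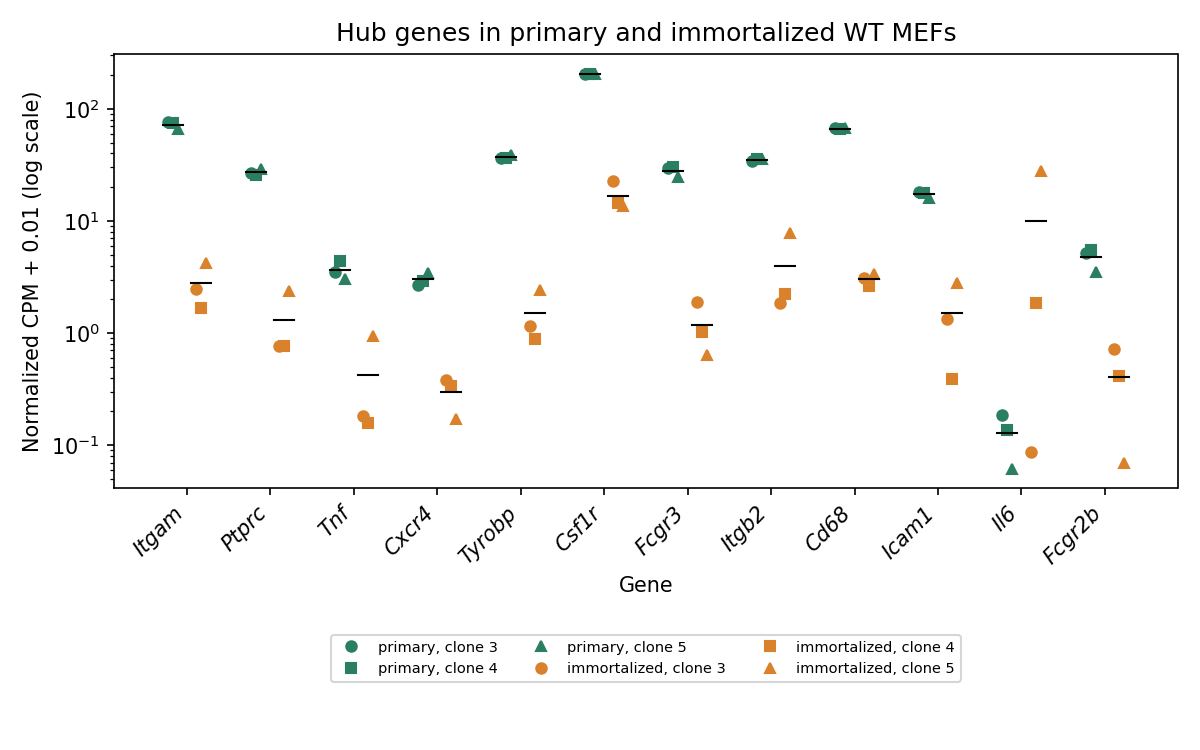
Normalized counts (CPM) plus 0.01 (log axis) of the 12 hub genes in each WT library, with primary MEFs in green and immortalized MEFs in orange, the marker shape giving the clone and the black line the mean of the state. In 11 genes all immortalized points lie below the primary points, and for Il6 the 3 immortalized points are spread over more than 2 orders of magnitude.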

Most of these hub genes were downregulated during immortalization, except for *Il6*, which was upregulated. The complete list of the candidate hub genes for each Cytohubba method is shown in Supplementary Table S2.

### 2.2. Spontaneous MEF Immortalization is Associated with the Upregulation of Genes Involved in Epithelial Cell Proliferation and the Downregulation of Cell Adhesion and Immune Response

To further elucidate the functions and pathways associated with the identified DEGs, we performed a gene ontology (GO) functional enrichment analysis for biological processes and molecular functions, as well as a Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis: (A) an over-representation analysis (ORA) for both upregulated and downregulated genes individually and (B) a full gene set enrichment analysis (GSEA).

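Grem1 rose from 277.7 ± 8.38 to 864.8 ± 519.6 CPM (Log2FC 1.64, standard error 0.43, edgeR adjusted p = 0.105), and Aldh1a1 from 1.78 ± 0.185 to 4.43 ± 1.5 CPM (Log2FC 1.31, standard error 0.28, edgeR adjusted p = 0.0611). Pax8 rose from 1.03 ± 0.328 to 38.7 ± 33.2 CPM (Log2FC 5.22, standard error 1.35). In each of these genes every immortalized line lay above every primary library, and the spread between the lines was larger than that between the primary MEFs. None of the 3 passed the thresholds in edgeR's test, and DESeq2 called all 3.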

Biological processes enriched among the upregulated genes include events related to angiogenesis and vasculature development (Figure 3A), highlighted by genes such as *Pax8*, *Aldh1a1* and *Grem1*. The regulation of epithelial cell proliferation is also an upregulated biological process, including *Mapk11*, *Dusp10*, *Il6* and *Vegfa* genes. 

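Among these 4 genes, Vegfa passed the thresholds, with a rise from 36.3 ± 3.82 to 84.6 ± 7.22 CPM (Log2FC 1.22, standard error 0.12, edgeR adjusted p = 0.00472). With each library left out in turn, its Log2FC stayed between 1.14 and 1.27, and 2 of the 6 fits called it. Mapk11, Dusp10 and Il6 were not called by edgeR, and DESeq2 called all 4.

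**Figure D2:**
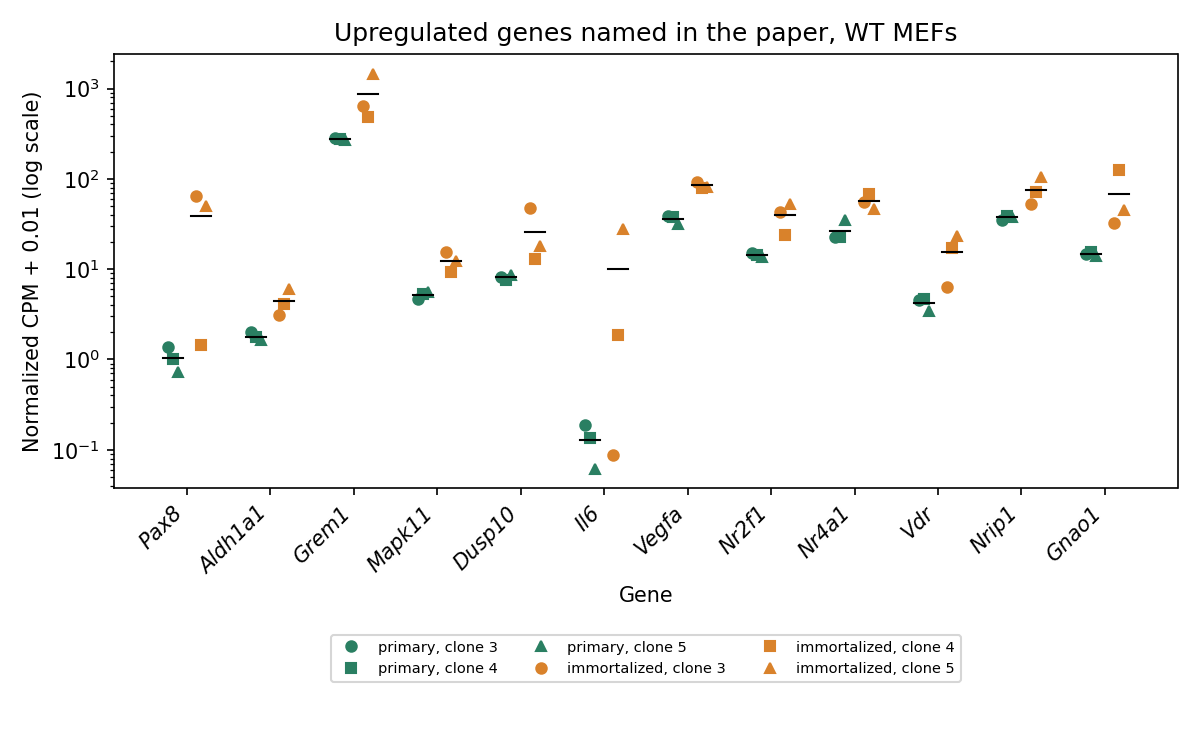
Normalized counts (CPM) plus 0.01 (log axis) of 12 genes that the paper names as upregulated, in each WT library, with primary MEFs in green and immortalized MEFs in orange, the marker shape giving the clone and the black line the mean of the state. The 3 immortalized values of Vegfa lie between 79.4 and 92.9 CPM, and those of Il6 and Pax8 differ widely between clones.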

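The genes Nr2f1 and Nr4a1 were higher in every immortalized line than in every primary library. Nr2f1 had a Log2FC of 1.47 (edgeR adjusted p = 0.0479) and Nr4a1 one of 1.08 (edgeR adjusted p = 0.0715). Vdr, Nrip1 and Gnao1 had Log2FC values of 1.89, 1.03 and 2.20, with edgeR adjusted p-values between 0.0836 and 0.0971. DESeq2 called these 5 genes, and edgeR's test called none of them.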

At the same time, the upregulated genes also show enrichment of several molecular functions: (a) transcription factor activity, where some of the genes include members of nuclear receptor families such as *Nr2f1*, *Nr4a1* and *Ar*, and (b) hormone receptor activity with genes such as *Vdr*, *Nrip1* and *Gnao1*.

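Pcdh17 fell from 6.53 ± 0.425 to 0.0447 ± 0.0529 CPM (Log2FC −7.09, standard error 0.80, edgeR adjusted p = 0.00797) and Pcdh10 from 13.5 ± 2.49 to 0.184 ± 0.237 CPM (Log2FC −6.16, standard error 0.95, edgeR adjusted p = 0.0222). Cdh1 was low in primary MEFs, at 0.683 ± 0.204 CPM, and fell to 0.125 ± 0.0672 CPM (Log2FC −2.43, standard error 0.49, edgeR adjusted p = 0.0495). Cdh19, at 0.20 ± 0.101 CPM in primary MEFs, had no counts in the immortalized lines, at least 4.29-fold lower against 3 counts, and its counts were too low to be tested. Of these genes only Pcdh17 passed the thresholds, and DESeq2 called all 4. Among the 82 tested cadherins and protocadherins, 42 had a negative Log2FC and 4 were called lower, against 349 of all 19836 genes (Fisher's exact test, two-sided, odds ratio 2.88, adjusted p = 0.0896 over 14 families). With genes at an adjusted p under 0.05 counted instead, 25 members were lower (adjusted p = 2.33e-14), and with at least 10 counts required in every library 0 were called (adjusted p = 1), a filter that removes the 4 called members because they fell under 10 counts in a line.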

Among the downregulated genes, the most significant biological processes depleted include cell–cell adhesion via plasma membrane adhesion molecules, circumscribed by gene families such as cadherins and protocadherins, including *Cdh1*, *Cdh19*, *Pcdh10* and *Pcdh17*. 

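Fcgr1 fell from 13.2 ± 1.5 to 0.316 ± 0.0894 CPM (Log2FC −5.37, standard error 0.27, edgeR adjusted p = 0.000585) and Fcgr3 from 28.1 ± 3.06 to 1.18 ± 0.639 CPM (Log2FC −4.58, standard error 0.44, edgeR adjusted p = 0.00502). Fcgr2b had a Log2FC of −3.58 (edgeR adjusted p = 0.0691), Nlrp3 one of −4.79 (edgeR adjusted p = 0.0161) and Nlrx1, 11.9% of whose exon bases are shared with Gm10686, one of −1.16 (edgeR adjusted p = 0.0240). Every immortalized line lay below every primary library in all 5 genes. All 5 tested Fc gamma receptor genes were lower and 2 were called (Fisher's exact test, two-sided, adjusted p = 0.00596). Of 12 tested NLR genes, 11 were lower and 1 was called (adjusted p = 0.244).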

Immune response-related processes, including leukocyte migration and activation, and inflammatory response, are also downregulated, highlighting genes encoding for NLR proteins (*Nlr1x* and *Nlrp3*), and immunoglobulins (*Fcgr1*, *Fcgr2b* and *Fcgr3*). These downregulated genes possess molecular functions such as cell adhesion molecule binding, extracellular matrix structural component and receptor regulator activity. Overall, spontaneous immortalization downregulates genes associated with multiple KEGG pathways including: (a) osteoclast differentiation, as evidenced by decreased expression of signal-regulatory proteins, such as *Sirpa*, *Sirpb1a* and *Sirpb1b*, and tumor necrosis factor-associated proteins (*Tnf* and *Tnfrsf11a*); (b) cell adhesion, including several of the hub genes such as *Icam1*, *Itgb2*, *Itgam*, *Ptprc*; (c) the PI3K-Akt pathway (including *Pik2cg*); and (d) the B-cell receptor and immune response-regulating pathways mediated by gene families such as colony-stimulating factors, complement components and immunoglobulins. 

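Sirpa fell from 163.6 ± 11.5 to 51.3 ± 24.5 CPM (Log2FC −1.67, standard error 0.35, edgeR adjusted p = 0.0554) and Tnfrsf11a from 17.5 ± 2.50 to 3.22 ± 1.78 CPM (Log2FC −2.44, standard error 0.41, edgeR adjusted p = 0.0280). Sirpb1a and Sirpb1b were near the smallest level the depth can show in the immortalized lines, at least 11.5-fold and 7.26-fold lower than in primary MEFs. For cell adhesion, Itgb2 fell from 34.9 ± 0.891 to 3.98 ± 3.36 CPM (Log2FC −3.13, standard error 0.61, edgeR adjusted p = 0.0465) and Icam1 from 17.3 ± 1.18 to 1.51 ± 1.23 CPM (Log2FC −3.51, standard error 0.70, edgeR adjusted p = 0.0497), with 11.7% of its exon bases shared with Gm47079. Every immortalized line lay below every primary library in each of these genes, but none of these 6 passed an edgeR adjusted p-value of 0.01. Of the 4 hub genes that the paper names for cell adhesion, Itgam alone passed the thresholds, with the limit from its shared exon bases given above.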

At the same time, GSEA shows a global downregulation of transcription factor activity and developmental processes such as appendage development and pattern specification (Figure 3B). 

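Of 20 appendage and pattern specification genes of the paper's gene set enrichment, which come from the same libraries and so were lower by selection, 12 passed the thresholds. Their Log2FC values lay between −12.0 and −4.84. Hoxa13 fell from 15.1 ± 2.97 CPM to at most 0.0163 CPM in any immortalized line, at least 324.6-fold lower. Gpc3 fell from 119.1 ± 8.70 to 0.883 ± 0.762 CPM (Log2FC −7.08, standard error 0.71, edgeR adjusted p = 0.00564). Among 36 tested Hox genes, 14 had a negative Log2FC and the family's median was 0.44, although 5 were called lower (Fisher's exact test, two-sided, odds ratio 9.12, adjusted p = 0.00138).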

The list of the top 10 terms and their associated genes generated by Webgesalt and clusterProfiler is provided in Supplementary Table S3a,b.

### 2.3. Comparative Analysis Shows a Positive Correlation between Gene Expression Levels for Both Immortalization Statuses between Different Spontaneous MEF Immortalization Studies, Revealing Novel Genes Differentially Expressed during this Process

To examine the similarities and differences between a previously described immortalization study and our current analysis, we recovered the list of DEGs reported by Tommasi et al. [43] and accessed their publicly available microarray dataset to compare gene expression of immortalized and primary MEFs (GSE39034) and performed a reanalysis of the data following a limma differential expression analysis pipeline [44]. We then performed a comparative global gene expression analysis between our RNA-seq data and their microarray data.

First, a principal component analysis (PCA) was performed on both the RNA-seq and the microarray data. In the case of our RNA-seq data, the first and second principal components (PC1 and PC2) accounted for 65 and 21% of the variability in the RNA-seq dataset, respectively, while the evaluation of the microarray dataset showed a lower degree of separation (50 and 26%) (Figure 4A). 

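On the regularized log values of the 500 most variable genes, the first component held 67.1% and the second 23.2% of the variability between the 6 WT libraries. With all tested genes, the shares were 56.4% and 24.1%. The primary libraries lay within 1.40 units of each other on the first component and 0.508 units on the second, and the immortalized libraries within 8.61 and 53.9 units.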

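The mean score on the first component differed by 57.4 units between immortalized and primary MEFs, with a gap of 53.5 units between the closest libraries of the 2 states. The exact two-sided permutation test gave p = 0.1, the smallest p that 3 libraries against 3 allow. The mean distance between immortalized libraries over all tested genes was 3.78 times that between primary libraries (exact two-sided permutation test, p = 0.1). On the second component, the line from clone 5 scored 34.4 and those from clones 3 and 4 scored −19.5 and −12.6.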

A clear separation of immortalized samples from their corresponding primary samples was observed in our immortalization (RNA-seq). However, the GSE39034 microarray data contain more noise within the samples, as they do not cluster as tightly, resulting in immortalized samples not segregating from their respective primary counterpart samples.

In addition, to assess similarities in global gene expression between both studies, we performed individual comparative analyses for both primary and immortalized samples by Pearson correlation between the RMA-transformed probe intensity and the log2-transformed FPKMs for all matching screened genes for both the microarray and the RNA-seq data. We found that gene expression was positively correlated between the studies for both pMEFs and iMEFs (Figure 4B). Specifically, for global expression, pMEFs correlated with an R-value (R) of 0.598 and iMEFs with an R of 0.596, while for gene expression of signal genes (genes with an average RMA-transformed probe intensity > 5 and a log2-transformed FPKMs > −10), pMEFs correlated with an R-value = 0.539 and iMEFs with R = 0.541. This positive correlation trend is consistent across all samples (Figure 4C), as observed in the sample-to-sample heatmaps with R values ranging from 0.539 to 0.555 for pMEFs. However, the sample-to-sample correlation between immortalized samples is slightly lower than between primary samples, with R values ranging from 0.495 to 0.546.

Furthermore, to compare gene expression between the two immortalization studies, we performed a Venn diagram to identify common and variable differentially expressed genes identified in our immortalization assay and those reported by Tommasi et al. [43] (Figure 5A). Interestingly, we found an overlap of 74 genes being deregulated in both sets, 7 of which were upregulated and 67 were downregulated, while an additional 1022 genes were shown to be deregulated only in our dataset compared to 160 genes published in Tommasi et al. [43]. 

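Of the 74 genes in the paper's Table S4, 73 were tested here and all 73 changed in the direction listed for the RNA-seq data. The thresholds were passed by 24, all of them lower, and by none of the 7 listed as higher, of which those tested were higher here too. DESeq2 called 72 of the 74. The list comes from the same libraries, so the shared direction and the DESeq2 calls show no stability.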

Of note, none of the gene hubs identified in our immortalization were shown to be differentially expressed in the previous study. The complete list of the common DEGs found in both studies is provided in Supplementary Table S4.

In the following, we compared the top 25 most significant DEGs identified: (1) in our immortalization, (2) by Tommasi et al., and (3) as overlapping genes between both studies. To accomplish this, we used three datasets: (a) our RNA-seq data, (b) the results reported by Tommasi et al., and (c) a reanalysis of the GSE39034 microarray data (Figure 5B) (see “Materials and Methods—Section 4.5” for details), using a threshold of |Log2FC| ≥ 1 and an FDR < 0.05. Surprisingly, none of the top 25 DEGs identified in our immortalization dataset were neither reported as differentially expressed after immortalization by Tommasi et al. nor are to be shown differentially expressed in the reanalysis of the GSE39034 data (shown as purple ‘ns’ in Figure 5B—left panel). However, among the top 25 DEGs reported by Tommasi et al. (shown as yellow squares in Figure 5B—right panel), eight genes are also identified as differentially expressed in our immortalization: *Epha3*, *Herc3*, *Pou3f3*, *Ptprd*, *Rbm46*, *Spaca1*, *Stk26* and *Tspyl3*, all of which are downregulated in both studies, and *Asb4*, which shows an opposite pattern between studies.

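In the RNA-seq counts, Ptprd fell from 78.9 ± 8.32 to 9.83 ± 1.40 CPM (Log2FC −3.0, standard error 0.15, edgeR adjusted p = 0.000546). Tspyl3 fell from 4.91 ± 0.0717 to 0.140 ± 0.0344 CPM (Log2FC −5.11, standard error 0.25, edgeR adjusted p = 0.000546), and Pou3f3 from 1.51 ± 0.114 CPM to no counts in any line, at least 32.3-fold lower. These 3 genes passed the thresholds. Epha3, Herc3, Rbm46, Spaca1 and Stk26 were lower in every line but had edgeR adjusted p-values between 0.0329 and 0.172. Asb4 rose from 5.14 ± 1.03 to 33.6 ± 33.1 CPM (Log2FC 2.71, standard error 0.75, edgeR adjusted p = 0.124). DESeq2 called all 9 genes.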

Finally, we integrated the common DEGs and our newly identified hub genes into a spontaneous immortalization-associated gene regulatory network. 

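Tcfl5 fell from 6.49 ± 0.550 to 0.0471 ± 0.0179 CPM (Log2FC −7.06, standard error 0.30, edgeR adjusted p = 0.000356) and passed the thresholds. Peg3 fell from 338.9 ± 44.6 to 72.6 ± 51.8 CPM (Log2FC −2.22, standard error 0.61, edgeR adjusted p = 0.121). Dlx1 was higher in every immortalized line than in every primary library, with a Log2FC of 2.99 (edgeR adjusted p = 0.0292). Peg3 and Dlx1 did not pass in edgeR's test, and DESeq2 called both.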

To accomplish this, we first identified the transcription factors (TFs) in the intersection of our DEGs with the lists of reported TFs [45,46], resulting in 82 TFs differentially expressed, 13 of which are found in both studies, namely *Dlx1*, *Hoxd10*, *Hoxd11*, *Hoxd13*, *Peg3*, *Pou3f3*, *Satb2*, *Tcfl5*, *Tshz2*, *Uncx*, *Zic1* and *Zic3*. We then extracted the predicted TF-target gene interactions using the TFLink and TRRUST databases and constructed a gene regulatory network with the common DEGs, the novel hub genes and the top 10 TFs with the highest number of interactions. 

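Mef2c fell from 34.1 ± 1.53 to 6.85 ± 1.85 CPM (Log2FC −2.31, standard error 0.22, edgeR adjusted p = 0.00502) and passed the thresholds. Spi1 fell from 31.0 ± 2.24 to 1.44 ± 1.32 CPM (Log2FC −4.43, standard error 0.71, edgeR adjusted p = 0.0248), and Esr1 from 2.13 ± 0.243 to 0.553 ± 0.377 CPM (Log2FC −1.94, standard error 0.55, edgeR adjusted p = 0.128). In all 3 genes every immortalized line lay below every primary library. The predicted targets were not analysed here.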

We identified *Zic3*, *Hoxd11* and *Zic1* as the top three common TFs with the highest number of predicted targets, and *Spi1*, *Esr1* and *Mef2c* as the top three newly identified DE TFs with the highest number of predicted targets within the common DEGs and our newly identified hub genes (Figure 6).

## 3. Discussion

Cell immortalization is a process associated with the complex multistep development of cancer that leads to an indefinite cell proliferation phenotype by facilitating the accumulation of oncogenic alterations [47]. Currently, within the array of molecular techniques to induce and study cell immortalization, MEFs represent a well-established system model. Considering that changes in global expression during this process in MEFs are poorly described in MEFs, through this research, we aimed to explore the transcriptome landscape changes that govern immortalized MEFs after spontaneous immortalization to further unravel key aspects underlying its role in transformation and carcinogenesis.

To become spontaneously immortalized, cells acquire several genetic and epigenetic changes in cell cycle regulation [43,47], allowing for the reactivation of cell proliferation. Therefore, cell characteristics are expected to differ between immortalized and primary stages. In the case of MEFs, our study demonstrates that the multifactorial spontaneous immortalization process is accompanied by dysregulation of events related to cell proliferation regulation, cell adhesion and immune response signaling modulation, as well as transcriptional pattern variations.

The transcriptome changes in our study suggest that multiple aspects can be considered in the regulation of cell proliferation after spontaneous immortalization. In our study, we demonstrate enhanced epithelial cell proliferation via the upregulation of some members of the p38 MAPK signaling pathway, such as *Mapk11* and *Dusp10*. 

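Mapk11 rose from 5.20 ± 0.503 to 12.4 ± 3.12 CPM (Log2FC 1.25, standard error 0.22, edgeR adjusted p = 0.0302), and Dusp10 from 8.13 ± 0.522 to 26.0 ± 18.4 CPM (Log2FC 1.68, standard error 0.50, edgeR adjusted p = 0.142). With each library left out in turn, the Log2FC stayed between 1.06 and 1.43 for Mapk11 and between 0.93 and 2.00 for Dusp10. DESeq2 called both, Dusp10 with an adjusted p of 0.00992.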

Mapk11 has been reported as a cell proliferation-promoting oncogene upregulated in hepatocarcinoma (HCC) and colorectal cancer (CRC), among others [48,49,50]. A previous study on MEF spontaneous immortalization [43] also showed the upregulation of *Mapk11* by hypermethylation of its regulatory CpG islands, thus reinforcing the relevance of this gene in the potential regulation of proliferation in immortalized MEFs. In the case of *Dusp10*, while its role in cancer has been shown to be mixed, Jimenez-Martinez et al. [51] report that in most cancer tissues, *DUSP10* expression levels are higher than in the corresponding normal tissue. This correlates with studies highlighting its expression as tumorigenic, as it is associated with increased cell growth in CRC [52,53].

In addition, several of the DEGs from our study may be associated with immortalization-related processes, such as (1) the transcription factor *Pax8*, which interacts with E2f1 and Rb to modulate cell proliferative responses and maintain Tert expression [54,55], suggesting an important role in spontaneous immortalization; and (2) the growth factor *Vegfa*, whose overexpression has been associated with spontaneous immortalization of murine fibroblasts [56]. 

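In the immortalized lines Pax8 lay between 1.42 and 65.1 CPM, against at most 1.38 CPM in any primary library, so the lowest line was little above the primary MEFs. With each library left out in turn, its Log2FC ranged from 4.62 to 5.79.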

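Arrb2 fell from 28.4 ± 0.117 to 5.88 ± 0.180 CPM (Log2FC −2.27, standard error 0.09, edgeR adjusted p = 0.000302) and Cadm1 from 39.4 ± 4.33 to 0.724 ± 0.0869 CPM (Log2FC −5.76, standard error 0.16, edgeR adjusted p = 0.000254). Pik3cg fell from 16.4 ± 0.569 to 0.693 ± 0.585 CPM (Log2FC −4.56, standard error 0.65, edgeR adjusted p = 0.0177). Every line lay below every primary library in all 3 genes, and Pik3cg alone did not pass the thresholds.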

In parallel, we report the downregulation of several multiple negative regulators of proliferation including *Pik3cg*, a Pi3k catalytic subunit, *Cadm1*, a cell adhesion molecule, and *Arrb2*, a G protein-coupled receptor adaptor protein. All of these have been shown to inhibit cell growth when overexpressed in cancer cells while promoting proliferation when knocked down by various approaches [57,58,59,60,61]. Taken together, our study suggests that some adaptations in MEFs during the process of spontaneous immortalization include the downregulation of genes involved in the negative regulation of proliferation, in addition to the upregulation of proliferative genes in the PI3K/Akt and MAPK pathways.

Furthermore, given the heterogeneous and dynamic nature of spontaneous immortalization, one of our goals within this study was to compare our RNA-seq data with available transcriptome data focusing on the same biological process but using a different approach, to identify independent gene expression patterns for comparison. Experimental and biological factors can be expected to increase variability when comparing gene expression between studies such as: (a) the number and locations of genetic and epigenetic variations introduced during the serial passaging or culture of primary cells and the subsequent senescence, some of which may not be conserved or relevant to the immortalization process; (b) the intrinsic heterogeneity of the embryonic fibroblast source material [62] and intrinsic inter-clonal variability; and (c) the detection sensitivity associated with the different technologies used to assess immortalization, as RNA-seq provides a more sensitive platform that can detect a higher percentage of differentially expressed genes [63,64]. However, we can observe a moderate correlation in global expression for both primary and immortalized samples between both studies, suggesting that we have a high degree of conserved changes associated with the spontaneous immortalization process.

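Of 27 tested integrin genes, 17 had a negative Log2FC and 1 was called lower (Fisher's exact test, two-sided, adjusted p = 0.444 over 14 families). Of 43 tested collagen genes, 22 had a negative Log2FC and 1 was called lower (adjusted p = 0.575). With genes at an adjusted p under 0.05 counted instead, 4 integrins (adjusted p = 0.0284) and 5 collagens (adjusted p = 0.0346) were lower, and with at least 10 counts required in every library 1 integrin and 0 collagens were. Among the 12 genes called higher, 2 were cadherins or protocadherins (adjusted p = 0.0152).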

In general, our data reveal that cell adhesion represents the most downregulated process within our immortalization, highlighted by lower expression levels of cell adhesion molecules, and components of the extracellular matrix (ECM) structure, leading to alterations in ECM–receptor interactions. While these molecules exert tumor suppressive roles mainly through cell adhesion-mediated contact inhibition, it is well characterized that disruptions in cell–cell or cell–ECM adhesion can lead to altered cell proliferation, a common phenomenon in cancer [65,66,67,68]. In the context of cell immortalization, some of these changes have been demonstrated in spontaneous and induced immortalization of MEFs, as well as in distinct human cells including esophageal and Schwann cells [43,69,70,71]. Within our analysis, we highlight three conserved cell adhesion molecules that have been previously described to be involved in proliferation, Protocadherin 10 (*Pcdh10*), Cell Adhesion Molecule L1 like (*Chl1*) and E-cadherin (*Chd1*), as candidate molecules with relevant dysregulation affecting proliferation after immortalization. 

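Chl1 was at 2.13 ± 0.289 CPM in primary and 0.0835 ± 0.145 CPM in immortalized MEFs, and every line lay below every primary library (Log2FC −4.61, standard error 1.28, edgeR adjusted p = 0.124). DESeq2 gave it an adjusted p of 0.118. The line with the most Chl1 was at 0.250 CPM, and with each library left out in turn its Log2FC ranged from −10.2 to −4.03.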

(1) Pcdh10 has been reported to play a critical role in cancer cell growth by negatively regulating telomerase activity through interactions with hTert, leading to impaired telomere elongation and inhibition of cell proliferation [72]. Reduced or suppressed expression associated with methylation of the Pcdh10 promoter has been described in numerous human cancers, including multiple myeloma, gastric cancer (GC), prostate cancer and cervical cancer, where restoration of expression inhibited cell growth and migration [73,74,75,76]. (2) Reduced *CHL1* expression has been reported in neuroblastoma, and breast and nasopharyngeal cancers, where *CHL1* expression has been linked to cell growth and inhibition of metastasis by suppressing the PI3K/AKT signaling pathway [77,78,79], while its overexpression significantly increases E-cadherin expression [80]. (3) Cell dissociation during the early stage of cancer cell development has been associated with reduced E-cadherin expression; reduced expression has been reported in cell dissociation during the early stage of cancer cell development [81], and its loss is associated with tumor progression and a more aggressive phenotype [82]. Interestingly, concerning E-cadherin transcriptional regulation, we identified a representative of the p38 family of MAPKs (*Mapk11*), which is upregulated in immortalized MEFs and has been reported to downregulate E-cadherin [83]. In addition, several of our newly identified hub genes after immortalization can be associated with the regulation of E-cadherin. One of them is Interlukin-6, which has been shown to promote cell proliferation and downregulate E-Cadherin expression in osteosarcoma and bladder cancer [84,85,86]. Therefore, our report of its increased expression after spontaneous immortalization suggests a potential role in regulating proliferative and adhesion-related processes. 

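Il6 was at 0.119 ± 0.0634 CPM in primary MEFs. The immortalized lines ranged from 0.0777 to 28.1 CPM, with a mean of 10.0 ± 15.7 CPM (Log2FC 6.36, standard error 2.09), and 1 of the 3 lines lay within the range of the primary libraries. With each library left out in turn, the Log2FC ranged from 2.98 to 6.94, and none of the 6 fits called the gene.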

According to Zu et al. [87], Itgb2 also corresponds to a negative regulator of tumor cell proliferation and a positive regulator of E-cadherin expression, with a lower expression level reported in non-small cell lung cancer (NSCLC) tumor tissues than in physiological tissues.

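Of 11 tested complement components, 5 were called lower (Fisher's exact test, two-sided, odds ratio 47.1, adjusted p = 9.71e-06 over 14 families). Among 10 toll-like receptor genes, all 10 were lower and 3 were called (adjusted p = 0.00166), and of 16 C-type lectin genes 13 were lower and 4 were called (adjusted p = 0.00102). Of 24 macrophage marker genes, listed before the counts were examined, 15 were called lower, and their mean log2 CPM fell by 4.34 in WT immortalized MEFs (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow).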

Comparing our DEGs with those reported by Tommasi et al. [43], we showed that our most significant DEGs, as well as the novel hub genes, include several immune response-related genes, such as *C1qa*, *Cd68*, *Csf1r* and *Tyrobp*. Several of these immune molecules have been reported to be downregulated in MEF SV40T-induced immortalization, where they have been reported to downregulate immune-related processes, including the B-cell receptor signaling pathway and Fc gamma-mediated processes [69]. Impaired antiviral defense and innate immune response have also been reported in spontaneously immortalized MEFs [88,89]. Our data, supported by these studies, suggest an association between the decreased immune response and expression and a potential functional role after immortalization in MEFs, which we speculate could be related to a mechanism for maintaining an immortalized state, avoiding further cellular specialization or differentiation, as well as a mechanism for cell death escape.

Moreover, among the myriad of genes with conserved changes after spontaneous immortalization, we observe the downregulation of transcription factors involved in morphogenesis and cell differentiation, including *Tbx4*, *Hoxd10*, *Hoxd11*, *Hoxd13*, *Zic1* and *Zic3*. Thus, we speculate that the downregulated genes may contribute to maintaining the immortalized cellular state of MEF as well as avoid further cellular specialization or differentiation. 

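Tbx4 fell from 29.3 ± 1.47 CPM to at most 0.0147 CPM in any immortalized line, at least 629.4-fold lower (Log2FC −12.0, edgeR adjusted p = 0.000325). Hoxd13, on chromosome 2 from 74668310 to 74671599, fell from 73.3 ± 11.2 to 0.0539 ± 0.0810 CPM (Log2FC −10.4, standard error 0.83, edgeR adjusted p = 0.00285). Hoxd10 was at 7.01 ± 0.608 CPM in primary MEFs and at least 150.4-fold lower after immortalization, and Hoxd11, 10.8% of whose exon bases are shared with Gm28309, had a Log2FC of −8.53 (edgeR adjusted p = 0.00293). Zic1 fell from 11.3 ± 1.16 to 0.155 ± 0.193 CPM (Log2FC −6.19, standard error 0.94, edgeR adjusted p = 0.0211), and did not pass the thresholds.

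**Figure D3:**
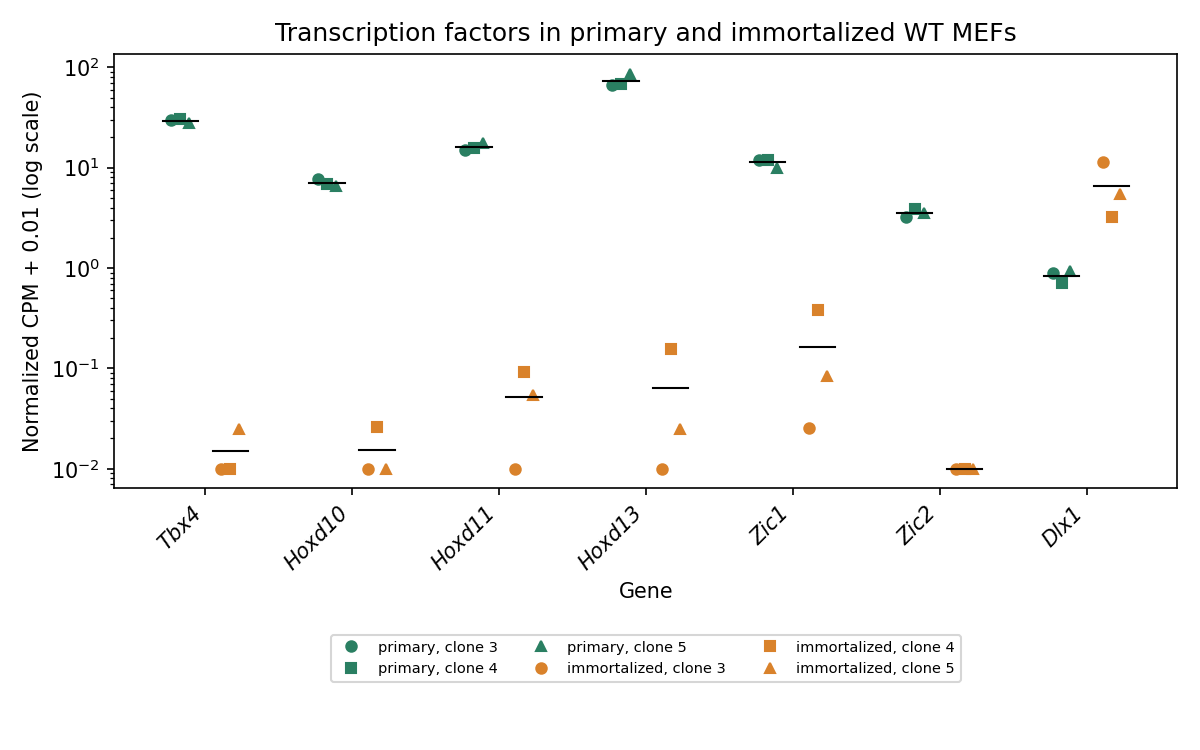
Normalized counts (CPM) plus 0.01 (log axis) of 7 transcription factor genes in each WT library, with primary MEFs in green and immortalized MEFs in orange, the marker shape giving the clone and the black line the mean of the state. Tbx4, Hoxd10, Hoxd11, Hoxd13, Zic1 and Zic2 are lower in all 3 lines, and Dlx1 is higher.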

For example, Zic1, a zinc finger TF, plays a regulatory role in the induction of cell differentiation in several cell types [90,91,92]. Considering the number of putative targets it regulates in our GRN-like, we highlight its potential in establishing and maintaining the immortalized state in MEFs. Interestingly, Zic1 has been described as a tumor suppressor in various cancers such as CRC, GC and thyroid cancer (TC) [93,94,95], through its downregulation mainly by epigenetic regulation. In addition, some studies report that ZIC1 expression induces a cell cycle arrest by blocking PI3K/Akt and MAPK pathways, resulting in the inhibition of cell proliferation and reduced migration [95,96]. This increased proliferation observed in *ZIC1*-depleted cells has been linked to the negative transcriptional regulation of E-cadherin in HCC and CRC [95,97], whereas overexpression of *ZIC1* in GC and TC upregulated E-cadherin expression [98,99]. In our study, we also identified other differentially expressed Zic family members as well (*Zic2* and *Zic3*). 

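Zic2 was at 3.53 ± 0.341 CPM in primary MEFs with no counts in any immortalized line, at least 75.6-fold lower (edgeR adjusted p = 0.00270).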

For Zic3, it has been reported to be hypomethylated in cryptogenic HCC [100] and a decreased expression has been identified in malignant high-grade glioma tissues when compared to the counterpart healthy tissue [101], implying a potential role during immortalization. Considering that different studies using different models have shown that Zic proteins seem to exhibit a degree of redundancy in processes related to differentiation and proliferation [102,103,104], we predict that future studies will shed light on potential roles of Zic family members during spontaneous immortalization, while our data predict a clear functional association of this transcription factor family.

Another interesting example of a downregulated TF is *Hoxd10*, which has been reported to induce growth arrest and neuronal differentiation by downregulating cell cycle-promoting genes [105]. Demethylation or overexpression of *HOXD10* has been shown to suppress proliferation and migration, and to promote apoptosis in CRC [106], which may be related to its ability to bind E-cadherin upstream sequences and positively regulate E-cadherin expression, as described in clear cell renal cell carcinoma [107]. Thus, dysregulation of *Hoxd10* can potentially cause a decrease in E-Cadherin, which is also supported in our data set.

Regarding previous reports using spontaneous immortalization of MEF, we acknowledge that several biological processes and genes have been described to be altered or involved during and after immortalization [24,28,108,109]. Considering the scope of our study, as well as the data generated in our immortalization, we have extracted and predicted cellular events and candidates with potential biological relevance in MEFs after spontaneous immortalization.

Based on our analysis we propose a regulatory network being involved in the process of spontaneous immortalization of MEFs, centered around *Cdh1* (Figure 7A), which is known to play a role in cell adhesion and proliferation. We predict that the upregulation of *Il6* and *Mapk11* accompanied by the downregulation of *Zic1*, *Hoxd10*, *Chl1* and *Itgb2* cause a downregulation of Cdh1 (Figure 7A). This may eventually lead to a loosening of cell contacts and a promotion of proliferation of cellular behaviors observed after immortalization, accompanied by transcriptional reprogramming and alterations in the expression of immune molecules (Figure 7B). 

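Of the 7 genes Cdh1, Il6, Mapk11, Zic1, Hoxd10, Chl1 and Itgb2, 5 were lower and 2 higher, and 6 had no overlap between the states, the exception being Il6. Hoxd10 alone passed the thresholds in edgeR's test, and DESeq2 called 6, all but Chl1. The counts give each gene's level in the 2 states and carry no measurement of one gene's effect on another.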

Our proposed alterations have clinical relevance as they are found in human cancers, as previously described. According to the Human Protein Atlas database, E-cadherin is considered a potential cancer-related drug target. Similarly, both Mapk11 and Il6 are cancer-related FDA-approved drug targets and correspond to markers for an unfavorable prognosis for renal cancer [110]. Collectively, our proposed regulatory network aims to provide an additional description of cell immortalization and it represents potential markers in defining differences between primary, immortalized and transformed cells during the process of cancer development.

## 4. Materials and Methods

### 4.1. Cell Culture and Immortalization

Primary wild-type mouse embryonic fibroblasts (pMEFs) from three different embryos were previously obtained by our lab according to standard protocols [111,112,113]. pMEFs were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM)—high glucose (Sigma-Aldrich, Oakville, ON, Canada, Cat#D5796-500ML) supplemented with 10% fetal calf serum (FCS) (FisherScientific, Nepean, ON, Canada, Cytiva Cat#SH3412IH345), 1X non-essential amino acids (FisherScientific, ON, Canada, Cytiva Cat#SH30238.01), 1% Pen Strep (FisherScientific, ON, Canada, Gibco Cat#15070-063) and β-mercaptoethanol (FisherScientific, ON, Canada, Gibco Cat# 21985023).

To immortalize MEFs, we used a modified NIH 3T3 protocol. Cryopreserved primary embryonic fibroblasts (passage 0) were plated on 10 cm dishes. After the first two passages, pMEFs were plated in 6-well dishes (FisherScientific, ON, Canada, Fisherbrand Cat#FB01297) and grown at 37 °C with 5% CO_2_. Cultures were passaged serially at 80% with a pass 1:3 until they reached senescence (typically 5–6 passages). Once MEFs became senescent, culture media were shifted to a MEF culture medium with 20% FCS, where the culture medium was changed twice a week. Prolonged cell culture gave rise to spontaneously immortalized cells, visualized as individual growing colonies, which then established immortalized MEF cell lines (iMEFs). After immortalization, iMEFs were expanded and grown in MEF culture medium with 10% FCS.

### 4.2. RNA Sequencing and Differential Expression Analysis

RNA sequencing was performed on pMEFs and iMEFs. The total RNA of MEFs was extracted using the AllPrep DNA/RNA Mini Kit (Qiagen, ON, Canada, Cat#80204). Poly A-enriched RNA library preparation and sequencing (Illumina NovaSeq 6000 PE100) was outsourced to Centre d’expertise et de services Génome Québec (Montreal, QC, Canada). The quality of the FASTQ files was analyzed using FASTQC (version 0.12.0) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/ (accessed on 15 December 2023)). Pair-end reads obtained from RNA-seq data were mapped to the mouse reference genome (mm10) using STAR (version 2.7.10a) software [114] with default parameters. The Sequence Alignment Map (SAM) files were converted into the Binary Alignment Map (BAM) format using Samtools (version 1.18) [115]. Gene counts were assigned based on reads uniquely mapped to annotated genes in the Ensembl Mus_musculus.GRCm38.102.gtf using the featureCounts function of Subread (version 2.0.6) [116]. Differentially expressed genes (DEGs) were acquired using the Bioconductor DESeq2 package (version 1.41.13) [117] in R software (version 4.3.2, https://www.r-project.org/ (accessed on 11 January 2024)). The RNA-seq data discussed in this publication have been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus [118] and are accessible through GEO Series accession number GSE266445.

### 4.3. Protein–Protein Interaction (PPI) Analysis and Hub Gene Identification

A PPI network of DEGs was constructed using the STRING database (version 2.0.2) and was visualized in Cytoscape (version 3.10.1) [119,120]. Based on the genes in the network, hub genes were identified through 11 topological analysis methods (MCC, DMNC, MNC, Degree, EPC, Bottleneck, EcCentricity, Closeness, Radiality, Betweenness and Stress) employing the Cytohubba Cytoscape plug-in [121]. The selected hub genes were verified by MCODE hub analysis [122], following the pipeline shown by Ma et al. [123].

### 4.4. Gene Ontology and Pathway Enrichment Analysis

Gene ontology (GO) over-representation (ORA) [124,125] and gene set enrichment analysis (GSEA), for the categories of biological process (BP) and molecular function (MF), and pathway enrichment analysis based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) database [126,127] were carried out for differentially expressed mRNAs using Gene Set Analysis Toolkit WebGestalt 2019 online tool [128] and clusterProfiler (version 4.10) [129]. An FDR-corrected *p*-value < 0.05 was considered of statistical significance and redundancy reduction was considered using weighted set cover.

### 4.5. Microarray Data

GPL1261 platform data from GSE39034 accession was obtained from the GEO public database [43], where 6 arrays in two experimental groups were recovered (mouse embryonic fibroblasts, primary, passage # <6 (expression) and mouse embryonic fibroblasts, immortalized, passage # >10 (expression)). Microarray data was processed using a limma pipeline previously described in [44]. Raw CEL files were normalized using Robust multiarray analysis (RMA) and immortalized and primary expression was compared using the Bioconductor limma package (version 3.58.1) differential expression analysis [130], where an L2FC of ±1 and a FDR  <  0.05 was considered as statistically significant.

### 4.6. Microarray and RNA-seq Expression Data Correlation

Comparison between the expression levels in RNA-seq data and microarray data for both primary and immortalized MEFs were performed via Pearson correlations (R). For RNA-seq, normalized read count fragments per kilobase of transcript per million mapped reads (FPKM) were calculated and further log2-transformed using the countToFPKM package (version 1.2.0) (https://github.com/AAlhendi1707/countToFPKM (accessed on 12 February 2024)). For the microarray, the RMA-transformed expression level of each gene was collected for every probe of every gene. The correlation between the expressions of a gene in both studies was determined by the R-value. Principal component analysis (PCA) for both RNA-seq data and microarray were calculated with DESeq2 and limma package, respectively, and plotted in R to assess variance between sample groups and sample replicates. Additionally, the log2 fold change in the topmost differentially expressed genes in RNA-seq and reported by Tommasi et al. [43] were compared.

### 4.7. Transcription Factor (TF)—Target Gene Regulatory Network

Differentially expressed transcription factors after immortalization were identified in the intersection of the DEGs with two lists of transcription factors downloaded from Gifford-lab/Reprogramming Recovery GitHub repository data (n = 1374) [45] and http://bioinfo.life.hust.edu.cn/static/AnimalTFDB3/download/Mus_musculus_TF (accessed on 21 February 2024) the mouse AnimalTFDB 3.0 database (n  =  1636) [46] as described by Henze et al. [131]. TF-target gene interactions were obtained from the TFLink and TRRUST (version 2) databases [132,133] and visualized using Cytoscape.

## 5. Conclusions

Our global transcriptome characterization of primary and immortalized MEFs, in combination with the comparative analysis, shows that transcriptional changes after spontaneous immortalization have a high degree of consistency, with a tendency towards gene downregulation. 

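With limma's weights fitted for each state, 198 genes were called, and 153 of them were among the 361. The number was 1359 with DESeq2, and 48, 50 and 66 when a primary library was left out. It was 0 with the embryo as a block and 0 in the joint fit of all 13 libraries, at the threshold of 0.01. In the block fit C1qa had a Log2FC of −4.14 (edgeR adjusted p = 0.0184) and Il6 one of 3.94 (edgeR adjusted p = 0.554). From the changes in these lines and the comparison with the earlier study, the paper concludes that the changes after spontaneous immortalization have a high degree of consistency and tend towards downregulation.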

We propose that immortalized cells are characterized by the upregulation of pro-proliferative genes, associated with MAPK signaling activation, including *Mapk11* and *Il6*, and the downregulation of cell adhesion molecules, such as *Itgb2*, *Chl1* and E-*cadherin*. In addition, we show that spontaneous immortalization in MEFs alters the expression of transcription factors involved in cell differentiation, as well as immune response-related molecules, potentially influencing the maintenance of the immortalized state and the escape from cell death. Further validation in MEFs, as well as in vivo screening in human models, is required to confirm the role of our proposed genes in controlling cellular processes in both immortalized MEFs and human cells, as well as their relationship to carcinogenesis. Understanding the transcriptome changes in spontaneously immortalized cells and how they differ from primary cells is a key aspect to deciphering biological markers to potentially predict and minimize cell transformation and, thus, early cancer risk.

## Figures and Tables

**Figure 1:**
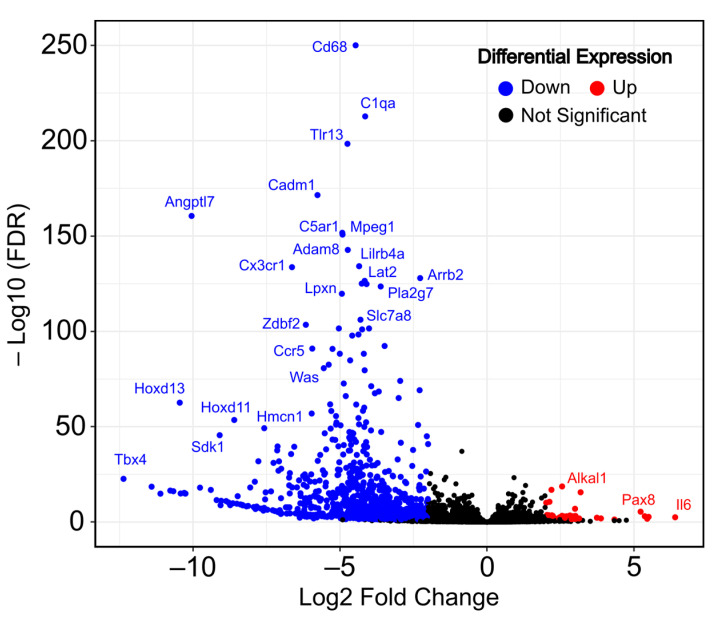
Transcriptomic changes during mouse embryonic fibroblast (MEF) immortalization (immortalized vs. primary). Volcano plot shows the up- and downregulated differentially expressed genes in RNA-seq data. Dots in blue (left) indicate downregulated DEGs and dots in red (right) indicate upregulated DEGs.

**Figure 2:**
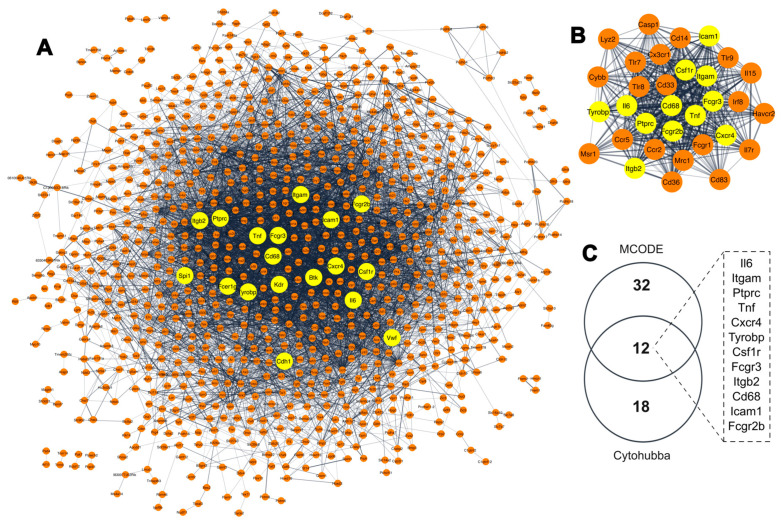
Identification of gene hubs associated with spontaneous immortalization of MEFs. (**A**) Protein–protein interaction (PPI) network generated using the STRING database. Node color: yellow indicates the hub genes, and orange nodes represent DEGs. (**B**) The highest score clustering module with 32 hub genes generated by MCODE from the PPI network; yellow nodes indicate the hub genes overlapping with the hub genes identified by Cytohubba. (**C**) Venn diagram of 12 overlapping gene hubs identifies by Cytohubba and MCODE clustering algorithms for String.

**Figure 3:**
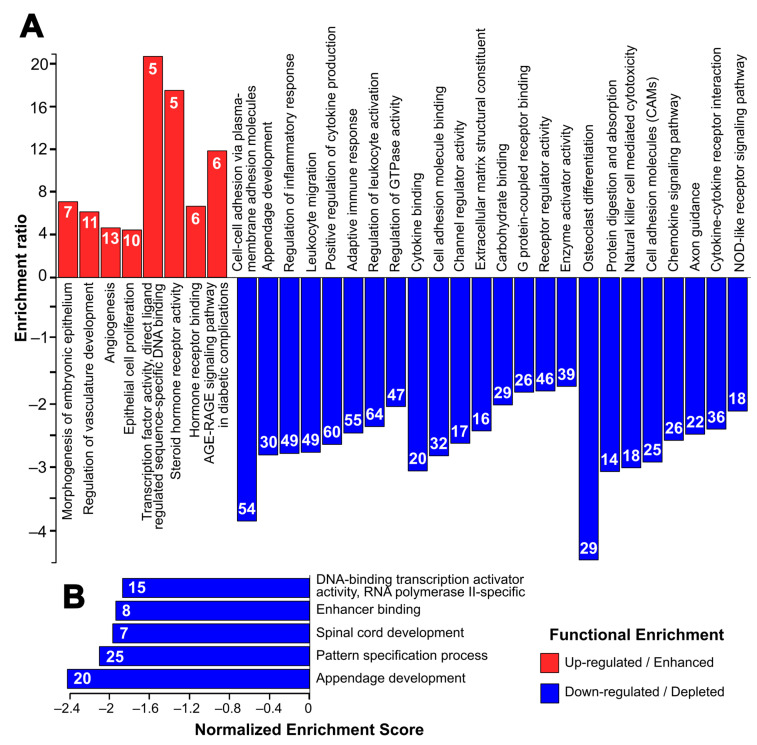
Top enriched gene ontology terms (biological processes and molecular functions) and KEGG pathways generated by Webgesalt 2019. (**A**) Terms associated with upregulated and downregulated DEGs in over-representation analysis, and (**B**) terms associated with DEGs in gene set enrichment analysis (GSEA). Color: Red (Upregulated) and Blue (Downregulated). The number inside the bars indicates the number of genes within the DEGs associated with the GO or KEGG term.

**Figure 4:**
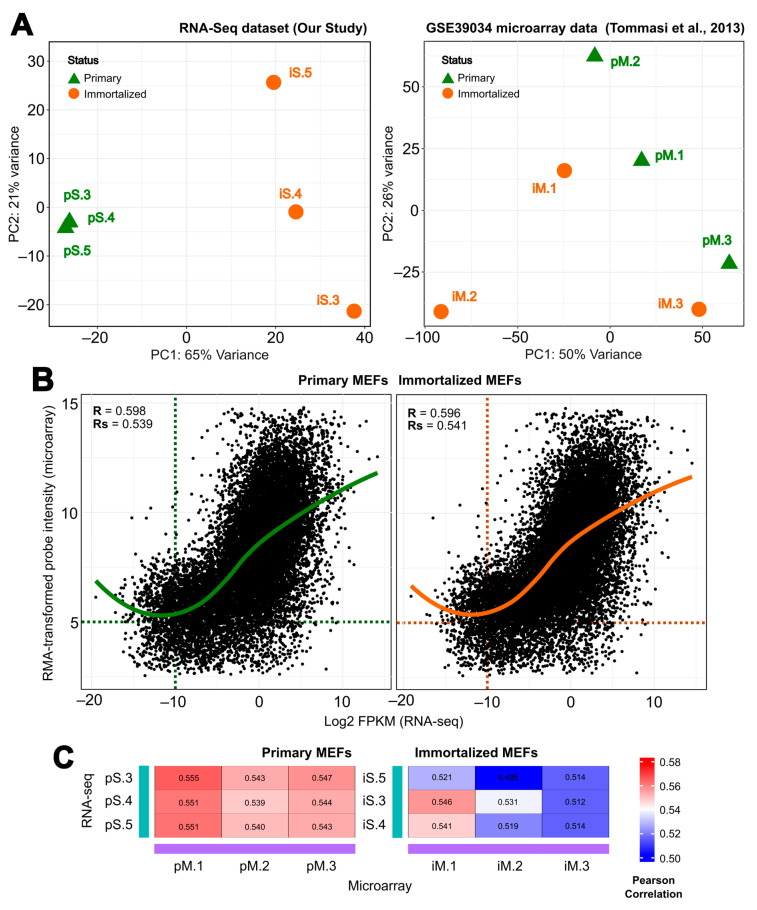
Comparison of normalized levels of gene expression during immortalization of mouse embryonic fibroblasts (MEFs) (immortalized vs. primary) between our RNA-seq and Tommasi et al. [43] microarray data. (**A**) The left panel shows the principal component analysis (PCA) of our RNA-seq data based on log2 transformation of gene expression counts derived from DESeq2 (three biological samples per state) and the right panel shows PCA of GSE39034 microarray data normalized by RMA. Green triangles indicate primary MEF samples and orange dots indicate immortalized MEF samples. Samples with the same end number follow the same embryo before and after immortalization (i.e.,—pS.3 and iS.3). (**B**) Correlation between the RMA-transformed microarray probe intensities and the log2-transformed RNA-seq FPKMs. Each dot represents the average values for each gene from all the biological replicates. Pearson’s correlation coefficient (R) is indicated for each comparison: the left panel shows a correlation for primary MEFs (green), and the right panel shows a correlation for immortalized MEFs (orange). (**C**) Sample-to-sample correlation comparison between our immortalization (RNA-seq) and Tommasi et al. [43] (microarray). The R values are plotted as a heatmap, where blue color represents lower R values, while red represents the higher R values. The left panel shows the correlation for primary MEFs, and the right panel shows the correlation for immortalized MEFs.

**Figure 5:**
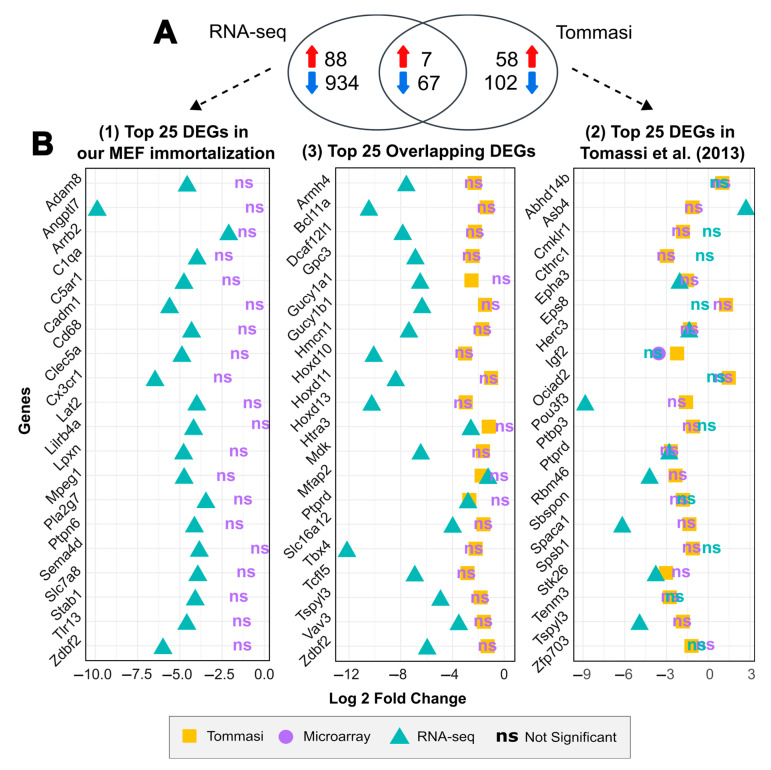
Comparison of the differentially expressed genes between different MEF spontaneous immortalization studies. (**A**) Venn diagram of 74 overlapping DEGs between our immortalization and reported by Tommasi et al. [43]. (**B**) Comparative analysis of the statistical significance of differential expression for the top 25 most differentially expressed genes found in our study (left panel), the top 25 most differentially expressed genes reported by Tommasi et al. (right panel) and the top 25 most significant overlapping DEGs between both studies (middle panel) using three MEF spontaneous immortalization datasets. The comparison shows the following: 1. GSE39034 microarray data—results reported by Tommasi et al. (yellow square); 2. GSE39034 microarray data—reanalysis (purple dot); and 3. our RNA-seq data (blue triangle); ns represents genes not statistically significant (−1 > log 2-fold change < 1 or/and *p*-adjusted (FDR) > 0.05).

**Figure 6:**
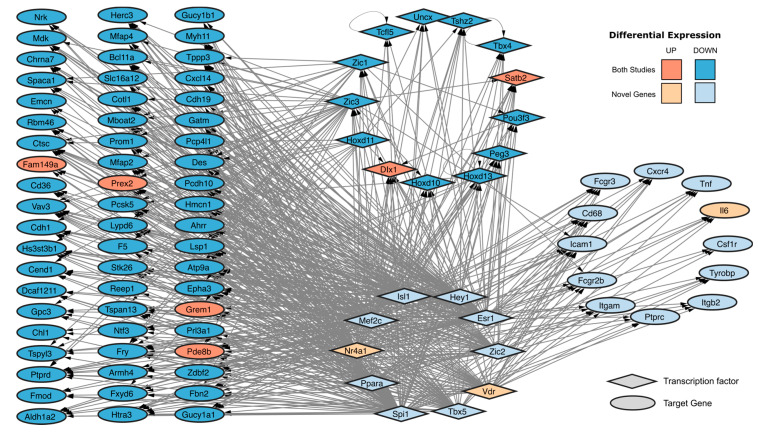
Predicted TF-target gene regulatory network on spontaneously immortalized MEFs. Shape: Diamond (Transcription factor) and Ellipse (Target gene). Color: Orange (Upregulated) and Blue (Downregulated). Opacity: Strong (identified in both studies) and weak (novel genes identified in our immortalization).

**Figure 7:**
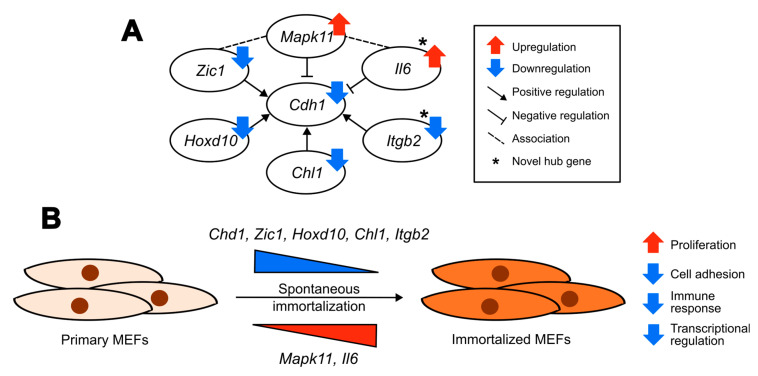
Transcriptomic profiling reveals a potential model for altered biological processes and predicted gene regulatory networks in MEFs after spontaneous immortalization. (**A**) Predicted regulatory network in MEFs after spontaneous immortalization. * indicates the novel hub genes. (**B**) Proposed model for altered biological processes, and the potential genes involved, in MEFs after spontaneous immortalization.

## Data Availability

RNA-seq data presented in the study are openly available in GEO (Series GSE266445).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25158116/s1.

How the deposited data were processed for this re-analysis (not part of the article)

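RNA-seq libraries of mouse embryonic fibroblasts (MEFs) before and after spontaneous immortalization were analysed, 13 in all. The 6 wild-type (WT) libraries, of which the article reports, are 3 primary and 3 immortalized, and the other 7 are labelled Prkd3-/-, with 3 primary and 4 immortalized. The authors cultured cells in 10% fetal calf serum, raised to 20% after senescence, and prepared poly-A libraries read in pairs of 100 bases. For the WT libraries the authors mapped the pairs to mm10 with STAR 2.7.10a, processed them with Samtools 1.18, counted them on Ensembl release 102 genes with featureCounts of Subread 2.0.6, and used DESeq2 1.41.13 in R 4.3.2. The authors deposited 2 tables of raw counts per gene, and the steps behind the table labelled Prkd3-/- are not stated, although it lists the same genes with the same lengths.

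The deposited counts were used as they stand. WT totals ranged from 55436367 to 90654323 counts per library, and totals in the libraries labelled Prkd3-/- from 35273408 to 100441756. Reads of PCR copies are not independent molecules, so a floor of 3 counts covers counting error only. No mitochondrial gene had any count. The gene Prkd3 was still counted in the libraries labelled Prkd3-/-, and the deletion of single exons cannot be seen in counts per gene, so the name refers to the label.

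Each genotype was fitted on its own with edgeR 4.0.16 (quasi-likelihood test, TMM, edgeR's filter on low counts, robust estimation) in R 4.3.3, with the paper's thresholds of an adjusted p-value under 0.01 and a |Log2FC| of at least 1. The standard error of a Log2FC is its size divided by the square root of the F statistic. The difference between genotypes was tested as an interaction over all 13 libraries at an adjusted p-value under 0.05. Panel scores are mean log2 CPM (prior count 1) of 16 gene lists written before the data were examined, tested by exact permutation within genotypes (700 labelings) with Benjamini-Hochberg adjustment, and 14 gene families defined by symbol were tested with Fisher's exact test. Of the published term lists only 20 appendage and pattern specification genes were used, and the families stand in for the other terms. Genes that the paper names were chosen there from the same libraries, so their direction and their DESeq2 calls check the counts and are no separate evidence. Principal components used DESeq2's regularized log values of 500 genes. Chromosome shifts are the median log2 ratio to the primary libraries of the same genotype, relative to all autosomal genes.

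Alternatives set before the data were examined were DESeq2 1.42.0, its size factors, library size alone, no filter, at least 10 counts in every library, estimation without the robust option, limma 3.58.1 with a weight per state, all libraries in a joint fit, the embryo as a block, each library left out in turn, a test against a |Log2FC| of 1, an adjusted p-value under 0.05 and a |Log2FC| of at least 2. For single measures they also included the counts of lines 13 and 13a summed, a prior count of 0.1, the median of a panel, and other transforms and numbers of genes for the principal components. The pairing of primary with immortalized libraries comes from the clone and embryo numbers in the sample names. The genes named are those the article names as changed in its RNA-seq or as markers, those of the panels, Prkd3, and in each genotype the 5 with the smallest p among genes higher and the 5 among genes lower that pass and change the same way in every clone.

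The fits were tested on simulated counts with 200 changed genes. With equal spread in both states, edgeR recovered 200 of 200 genes in the WT design with 1 false call among 19923 genes. With a dispersion of 0.001 in primary and 0.2 in immortalized libraries, edgeR recovered 79 with 0 false calls among 19846 genes, DESeq2 195 with 30 false calls among 32321, and limma with a weight per state 178 with 5 among 19846. A dispersion of 0.2 is a wider spread than the 17.9% to 23.1% between the real WT immortalized libraries. The simulated changes were rises and falls in equal number, without an effect of the embryo. In the interaction design, edgeR recovered 199 of 200 with 3 false calls. The microarray comparison, the interaction networks and the term enrichment of the article were not analysed here.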

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

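All tests of explanations below were chosen after the pattern was seen, apart from those on the macrophage genes, which were set before the data were examined.

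Each of the 3 WT primary libraries held both Xist and Y-linked transcripts, genes the paper does not discuss. Xist was at 49.1 ± 6.45 CPM (SD, n = 3) before TMM normalization, and Ddx3y at 64.0, 64.6 and 52.1 CPM in clones 3, 4 and 5. The immortalized line from clone 3 held Xist at 152.7 and Ddx3y at 0.188 CPM, while those from clones 4 and 5 held both. Xist reached at most 0.166 CPM in the 7 libraries labelled Prkd3-/-, but these held at most 0.110 CPM of the overlapping gene Tsix, so they cannot show whether reads of Tsix were counted on Xist. The WT primary libraries held Tsix at 3.70, 3.95 and 5.95 CPM, far below Xist, so reads on the exons of Tsix could supply only a small part of it. Reads carried over from another library would be a small share, but the lowest WT primary value was 29.1% of the highest library. If each culture held male and female cells in a similar proportion, the ratio of Xist to Ddx3y would be alike, and it differed by 1.57-fold at most between the 3 cultures. The limit for this ratio was set with the values known, so a mixture of cells of both sexes in each WT primary culture, a candidate explanation, was not shown by this test. No biological explanation in the design was tested. Xist at 44.4 to 56.4 CPM beside Ddx3y at 52.1 to 64.6 CPM argues against a single embryo of 1 sex behind each WT primary library. The libraries labelled Prkd3-/- held Y-linked transcripts with almost no Xist. The makeup of the WT cultures was not measured, so the independence of the 3 libraries and their pairing by embryo stay open. The 3 primary libraries differed from each other by far less than those labelled Prkd3-/-, whose pairs differed by 8.18% to 20.4% beyond sampling noise.

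Genes on chromosome 4 were lower in all 7 immortalized lines of both genotypes. The mean shift of the chromosome's median log2 ratio was −0.28 (exact two-sided permutation test stratified by genotype, p = 0.00286, adjusted p = 0.0190 over 20 chromosomes), with lines between −0.60 and −0.09. Chromosomes 3 (−0.18) and 15 (0.10) had the same adjusted p, chromosome 3 lower in 7 of 7 lines and chromosome 15 higher in 5 of 7. Expression level does not account for chromosome 4, whose median lay at the 0.01 percentile of 10000 expression-matched random gene sets, the smallest they can give, although the chromosome was picked as the most shifted of 20. If copies of the chromosome were lost, neighbouring genes would fall together, and the median was below 0 in 33 of 35 blocks (5 blocks in 7 lines). In the line labelled Prkd3-/- 14 the fall lay in the 2 distal blocks. The blocks belong to a chromosome picked for its shift, so this count cannot decide, and loss of copies of chromosome 4 may be a hypothesis that remains, with the number of copies not measured.

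The macrophage panel was lower by 4.85 on the log2 scale in the immortalized libraries labelled Prkd3-/- (value −4.85), which the paper does not report. Over both genotypes its shift was −4.60 (exact two-sided permutation test stratified by genotype, adjusted p = 0.0137 over 16 panels), with 3 of 3 WT lines and 3 of 4 lines labelled Prkd3-/- below every primary library of their genotype. The exception, line 13a, scored 3.47, above the primary library 13 of its own embryo at 2.30. The primary libraries 15 and 14 of that label scored 3.67 and 6.11. With library size alone the shift was −4.67, which does not test a difference in library size, since both scalings correct for it. If macrophages in the primary cultures were lost, the markers would fall by a common factor. The mean SD of the log2 ratio across the 24 markers within a WT line was 1.14, at the 0.05 percentile of 10000 expression-matched lists of other genes called lower, whose median was 2.30. Any set of genes regulated together would also give a small spread. In the immortalized line from clone 5 the markers did not share a factor, with Adgre1 at 53.2 CPM against 67.0 to 71.4 CPM in primary MEFs and Aif1 at 1.08 CPM, above every primary library, while Mrc1 was at 0.147 CPM against 22.7 to 33.7 CPM. Loss of macrophages from the cultures may be a hypothesis, which cannot be told apart from a change in genes regulated together. The lists came from the same libraries, and cells were not counted.

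Among 42 results tested in the 4 immortalized libraries labelled Prkd3-/-, 4 had a library far from the others, where chance gives about 1 in 20. The chromosome medians of a library are not independent of each other. All 4 are chromosome medians of the line 15, at −0.10 for chromosome 13, 0.21 for chromosome 14, 0.26 for chromosome 15 and −0.53 for chromosome 16, while the other 3 lines lay between 0.02 and 0.10 on chromosome 16. No explanation was tested for this line.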

How the results depend on the processing

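The alternatives below were set before the data were examined, and no test of an explanation was chosen after the result was seen. The cause of the changes below was not tested unless stated.

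In WT MEFs 361 genes changed, 12 higher and 349 lower, of which 96.7% were lower. DESeq2 called 1359 (121 higher, 1238 lower, 91.1% lower, 1169 protein-coding), of which 1081 are in the paper's Table S1, with 12 hub genes and 72 of the genes shared with the earlier study. With at least 10 counts in every library, 157 genes changed (4 higher, 153 lower, 148 protein-coding, 146 in Table S1, 8 shared). With limma and a weight per state, 198 changed (183 lower, 92.4% lower, 193 protein-coding, 191 in Table S1). In the test against a |Log2FC| of 1, 240 changed (0 higher, 100% lower, 218 protein-coding, 217 in Table S1), while 3905 genes had an unadjusted p under 0.05 in edgeR's test against 0. With an adjusted p under 0.05, 868 changed (43 higher, 825 lower, 753 protein-coding, 745 in Table S1, 43 shared). With library size alone 6 genes were higher and 98.5% were lower, without a filter 19 were higher, and with a |Log2FC| of at least 2, 4 were higher and 98.8% lower. With all 13 libraries in a joint fit, the number of genes changed, higher, lower, protein-coding, in Table S1, hub and shared was 0, with 2199 at an unadjusted p under 0.05.

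With the embryo as a block in a paired design, the number of WT genes changed, higher, lower, protein-coding, in Table S1, hub and shared was 0, with 2784 at an unadjusted p under 0.05, so the families could not be tested under it. These counts are at the threshold of 0.01, and C1qa had an edgeR adjusted p of 0.0184 in this fit (Log2FC −4.14), against 0.554 for Il6. On simulated counts the block recovered 200 of 200 changed genes with equal spread (1 false call) and 185 with unequal spread (2 false calls). The deviations of each library from the mean of its state were also correlated between primary and immortalized libraries. The mean correlation was −0.02 for the same embryo in WT, against 0.01 for different embryos. The WT primary libraries differed little beyond sampling noise, so values near 0 cannot decide whether the libraries are paired.

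Across the 6 fits that each left out a WT library, between 48 and 743 genes changed, 0 to 81 higher (0 in 3 fits without a primary library, with 2323 to 2518 genes at an unadjusted p under 0.05) and 48 to 705 lower, with 85.0% to 100% lower, 48 to 677 protein-coding, 48 to 495 in Table S1, 1 to 9 hub genes and 5 to 35 shared genes. Leaving out a primary library lowered the number, to 48, 50 and 66.

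In the libraries labelled Prkd3-/-, 0 genes changed, with 1331 at an unadjusted p under 0.05, against 192 with DESeq2 (27 higher, 165 lower) and 1 lower in the joint fit of 13 libraries. For the interaction with genotype, 0 genes passed, with 841 at an unadjusted p under 0.05, against 38 with DESeq2, and 0 to 2 across the fits that each left out a library. Across genes, the correlation of Log2FC between genotypes was 0.550, against 0.447 with at least 10 counts in every library and 0.306 over genes passing in WT. The rank correlation did not fall over genes passing in WT, at 0.371 against 0.366 across genes. The share with the same sign was 92.9% over genes passing in WT, against 64.8% across genes.

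Leaving out each library in turn, the panel shifts over both genotypes ranged from −2.0 to −1.59 for chondrocyte, −0.27 to 0.15 for cell cycle, −0.50 to −0.21 for p53 target, −3.33 to −1.90 for interferon response, −1.80 to −1.17 for imprinted, −2.64 to −0.55 for Y-linked and 1.22 to 1.80 for X inactivation, a panel of Xist alone. The cell cycle shift of −0.07 reversed in 4 of these fits, to 0.149, 0.0193, 0.0542 and 0.035. The imprinted panel did not pass in 5 of these 13 fits (adjusted p from 0.0503 to 0.0652) and the chondrocyte panel in 1 (0.0587). The X inactivation panel did not pass in 9 (0.0503 to 0.0960), but Xist was at most 0.166 CPM in the Prkd3-/- libraries, so neither a pass nor a failure over both genotypes is informative. Panels that did not pass with all libraries passed in 2 fits each, interferon response (adjusted p = 0.0183 and 0.0291) and Y-linked genes (0.0152 and 0.04) without WT immortalized 5 and without Prkd3-/- immortalized 13a, and p53 targets (0.0492 and 0.0444) without WT immortalized 5 and without Prkd3-/- immortalized 15. The median of the imprinted panel, −0.78, did not pass either. Cdkn1a and Mdm2 reversed without immortalized replicate 3, to 0.0206 and 0.0593, with lowest values of −0.36 and −0.29. With an adjusted p under 0.05, 25 cadherins, 3 signal-regulatory proteins, 6 NLR proteins, 4 integrins, 5 collagens and 2 ribosomal proteins were called lower and these families passed, the ribosomal proteins with fewer calls than chance gives. With at least 10 counts in every library, Hox and Zic, which had passed, had 0 calls, as had the cadherins, signal-regulatory proteins, NLR proteins, collagens, nuclear receptors and ribosomal proteins, where 2953 genes had an unadjusted p under 0.05. This filter removes genes that fell under 10 counts in a line, the called Hox, Zic and cadherin genes among them, so their 0 was fixed by the fall itself.

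Among 92 genes followed one by one, DESeq2 called 48 that edgeR did not. The 92 include the 20 appendage and pattern specification genes, not all of which are named in the text. The depth limits the genes without counts in immortalized MEFs to a lower bound on their fold.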

Differences from the paper's values

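The paper reports 1096 differentially expressed genes and 361 of all gene types were called here. Its Table S1 lists only protein-coding genes, and of the genes annotated so here, edgeR called 330 and DESeq2 1169. Over all gene types the number was 1359 with DESeq2, 868 with an adjusted p-value under 0.05, and 743 without immortalized replicate 5. The other alternatives set before the data were examined did not come within 1.5 times of the paper's number. The paper's methods name DESeq2. For downregulated genes the paper gives 1001 and 349 were called here, against 1238 with DESeq2, 825 with an adjusted p-value under 0.05 and 705 without immortalized replicate 5, and no other alternative closed the gap. For upregulated genes the paper gives 95 and 12 were called here, against 121 with DESeq2 and 81 without immortalized replicate 3. No other alternative closed the gap. Among the genes that DESeq2 called, 96 higher and 1073 lower were protein-coding, nearer to the paper's 95 and 1001.

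Of the paper's 74 genes shared with the earlier study, 24 passed here, and 72 did with DESeq2, the only alternative that closed the gap. All of the paper's 12 hub genes are among its differentially expressed genes, and 6 passed here, against 12 with DESeq2 and 9 each with an adjusted p-value under 0.05 and without immortalized replicate 5.

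The paper lists Chl1 as downregulated. For the gene Chl1 the Log2FC here was −4.61, with an edgeR adjusted p of 0.124 and a DESeq2 adjusted p of 0.118, and it passed only without immortalized replicate 5 (adjusted p = 0.00301, with a range from 0.00301 to 0.375 over its alternatives). The paper names Pax8 and Il6 as upregulated. Neither passed in edgeR's test, both passed with DESeq2, Pax8 also passed without immortalized replicate 4, and Il6 was not higher than the primary MEFs in 1 of the 3 lines. Of the other genes the paper names as changed and that did not pass here, each passed with DESeq2, and some also under other alternatives, among them Itgb2, Pik3cg, Spi1 and Ptprc with limma's weight per state and without immortalized replicate 5.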

Other observations

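The test on the Cdkn2a region was chosen only after the result was seen, as was the use of the fit with a weight per state as a test of unequal spread, although that fit itself was set beforehand.

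The gene Prkd3 was at 40.1 ± 4.77 CPM (SD, n = 3) in primary and 55.0 ± 8.51 CPM (SD, n = 4) in immortalized libraries labelled Prkd3-/-, against 69.2 ± 2.27 and 79.4 ± 10.0 CPM (SD, n = 3 each) in WT.

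Of the 349 genes called lower in WT, 325 were tested in the libraries labelled Prkd3-/-, where 303 had a negative Log2FC, 252 were lower by at least 2-fold and 131 had an unadjusted p under 0.05 with the same sign. None of 20298 genes passed there on its own, a count of 0 with 1331 genes at an unadjusted p under 0.05.

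Of the 4 splits of the 6 WT libraries that part as many pairs from the same embryo, 1 gave as many genes as the real grouping, which is the real grouping itself, and 10 splits in all cannot give a share under 0.1. For the libraries labelled Prkd3-/-, 12 of 12 comparable splits, the real one included, gave as many genes, which follows from the count of 0 with 1331 at an unadjusted p under 0.05. For the interaction, 50 of 50 groupings of the genotype, the real one included, gave as many genes, which follows from its count of 0, and 29 of the 50, again with the real one, gave at least the 841 genes observed at an unadjusted p under 0.05.

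Unequal spread between primary and immortalized libraries was weighed as an explanation for the number of WT genes changed. With a weight per state, 153 of the 361 genes were also called, an overlap that does not decide the question. On simulated counts with unequal spread between the states, edgeR recovered 79 of 200 changed genes with 0 false calls, against 200 with equal spread, and DESeq2 recovered 195 with 30 false calls. On the same simulated counts limma with a weight per state recovered 178 with 5 false calls, and the embryo block 185 with 2. On the real libraries limma called 198 genes and the block 0, fewer than edgeR's 361, while DESeq2 called 1359. The simulated immortalized libraries were spread more widely than the real ones, so their recoveries do not carry over to these libraries in size. Unequal spread may lower the number that edgeR calls, but the limma and block fits went the other way. The share of unequal spread in the number of WT genes changed was not measured.

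In the immortalized line labelled Prkd3-/- 13, Cdkn2a was at 0.228 and Cdkn2b at 0.133 CPM, while the other immortalized lines of that genotype held Cdkn2a at 73.4 to 192.9 CPM. This line was singled out after its values were seen. A loss of the whole neighbouring region would lower Mtap too, which was at 292.9 CPM in that library. A smaller loss was not tested.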
